# Expression and Regulation of the Endogenous Retrovirus 3 in Hodgkin’s Lymphoma Cells

**DOI:** 10.3389/fonc.2013.00179

**Published:** 2013-07-10

**Authors:** Stefanie Kewitz, Martin Sebastian Staege

**Keywords:** Hodgkin’s lymphoma, gene expression, endogenous retrovirus ERV3, histone deacetylase inhibitor, hypoxia-mimetic cobalt(II) chloride

## Abstract

Human endogenous retroviruses (ERV) are an integral part of our genome. Expression of ERV is usually switched off but reactivation of ERV has been observed in varying human diseases including cancer. Recently, reactivation of ERV associated promoters in Hodgkin’s lymphoma (HL) cells has been described. Despite relatively good prognosis, not all patients with HL can be cured with the established therapy and this therapy is associated with severe late side effects. Therefore, new targets are required for the development of future treatment strategies. Reactivated ERV might represent such target structures. Therefore, we asked which ERV loci are expressed in HL cells. Using DNA microarray analysis, we found no evidence for a general activation of ERV transcription in HL cells. In contrast, we observed down-regulation of ERV3, an ERV with potential tumor suppressor function, in HL cells in comparison to normal blood cells. Interestingly, ERV3 was also differentially expressed in published DNA microarray data from resting versus cycling B cells. Treatment of HL cells with the histone deacetylase inhibitor vorinostat strongly up-regulated ERV3 expression. In addition, we observed up-regulation in HL cells after treatment with hypoxia-mimetic cobalt(II) chloride. Like vorinostat, cobalt(II) chloride inhibited cell growth of HL cells. Our results suggest that cell cycle inhibition of HL cells is accompanied by up-regulation of ERV3.

## Introduction

The exact etiology of Hodgkin’s lymphoma (HL) is unknown, but immunological and molecular properties suggest that the majority of HL are derived from B cells (1, 2). HL cells have a characteristic gene-expression profile that discriminates these cells from other normal and transformed cells (3, 4). Especially for pediatric HL patients the prognosis is relatively good, and with the combination of radio- and chemo-therapy the majority of patients with HL can be cured. However, the established therapy is associated with a plethora of late adverse side effects and some patients with chemo-resistant disease cannot be cured (5, 6). Therefore, it is important to search for new targets for treatment of patients with HL.

Recently, reactivation of endogenous retrovirus (ERV) activity has been observed in HL (7). This reactivation leads to expression of the receptor for macrophage colony-stimulating factor (colony-stimulating factor 1 receptor, CSF1R), a known oncogene, in HL cells. ERV are an integral part of the genome of virtually all eukaryotes, and ERV loci have been extensively analyzed in plants, insects, and vertebrates (8–13). In the human genome, ERV derived sequences constitute at least 8% of the complete DNA. Usually, ERV are silenced epigenetically and are not transcribed into RNA. Reactivation of ERV has been observed under pathological conditions, e.g., in cancer cells. Such reactivation can result even in the formation of virus particles (14, 15). A small number of ERV-encoded proteins can be found under normal physiological conditions. Such proteins can exert variable biological functions (16, 17). One notable example is ERVW-1 (also known as syncytin 1) which is required for proper formation of the syncytial layer of the placenta (16). In this ERV only the envelope protein is functional. Other open reading frames (ORF) have been inactivated by deleterious mutations. Such mutations destroy the ORF of the majority of ERV. Some ERV with intact ORF encode superantigens (18, 19). Such superantigens can activate a high percentage of all T cells. The activation of these T cells can lead to hyper-reactivity of the immune system but can also lead to the final deletion of the activated T cells.

In addition to the potential involvement in the pathogenesis of human diseases, ERV might also represent interesting target structures for the development of future treatment strategies. Immune responses against ERV-encoded antigens have been described in cancer patients (20, 21). In melanoma patients, antibodies against ERV are associated with shorter disease free survival (21). On the other hand, cytotoxic T cells with specificity for ERV-encoded antigens can kill melanoma cells (22), colorectal cancer cells (23), and renal cancer cells (24). In addition, antibodies against ERV products can inhibit growth of breast cancer cells *in vitro* and in an animal model (25). Successful immunization of rhesus macaques against simian ERV suggests that ERV derived antigens can be used as safe vaccines without development of auto-immunity (26). Interestingly, ERV-specific T cells have been detected in patients after allogeneic hematopoietic stem cell transplantation (alloHSCT) (24). These T cells can kill the tumor cells and might be responsible for graft-versus-tumor effects after alloHSCT (24). Graft-versus-tumor effects have also been described in HL patients after alloHSCT (27). It remains unclear whether ERV reactivation in HL cells (7) has an impact on such graft-versus-tumor effects. We asked whether ERV reactivation in HL is a phenomenon affecting multiple (or all) ERV loci or whether this reactivation is specific for single ERV loci. Therefore, we used DNA microarray data for the analysis of multiple ERV loci in HL cells. DNA microarrays can be used for the characterization of complete gene-expression profiles from normal and malignant cells in a single experiment (28). Modern DNA exon microarrays contain several probe sets with specificity for ERV and, therefore, can be used for analysis of expression of multiple ERV loci at once.

## Materials and Methods

### Cell lines and cell culture

Hodgkin’s lymphoma-cell lines HDLM-2, KM-H2, L-1236, L-428, and L-540 (29–33) were obtained from the Deutsche Sammlung von Mikroorganismen und Zellkulturen (DSMZ), Braunschweig, Germany. P439-6 cells were kindly provided by G. W. Bornkamm and G. Laux, Munich, Germany. P493-6 cells carry an EBV nuclear antigen 2 (EBNA2)-estrogen receptor fusion gene and *MYC* under control of a promoter which can be regulated by tetracycline (34–36). All cells were cultured in RPMI-1640 (Invitrogen, Karlsruhe, Germany) supplemented with 10% fetal calf serum, 100 U/mL penicillin, and 100 μg/mL streptomycin (PAA, Pasching, Germany) at 37°C in a humidified atmosphere at 5% CO_2_. Treatment of HL cells with 1 μM vorinostat was carried out as described (37) at a cell density of 1 × 10^6^ cells/mL for 24 h. Dimethyl sulfoxide (DMSO) was used as control. For simulation of hypoxia, HL cells were treated for 2 days at a cell density of 1 × 10^6^ cells/mL with 200 μM cobalt(II) chloride. P439-6 cells were cultured for 4 days in medium with or without 2 μM estradiol and/or 1 μg/mL tetracycline.

### Gene-expression analysis

RNA from cell lines were isolated using TriFast reagent (peqlab, Erlangen, Germany) following manufacturer’s protocol. Two micrograms of the RNA were transcribed into cDNA and used as template for polymerase chain reaction (PCR). The following primer combinations were used for real-time quantitative reverse transcription-PCR (qRT-PCR): actin beta (ACTB): 5′-GGC ATC GTG ATG GAC TCC G-3′, 5′-GCT GGA AGG TGG ACA GCG A-3′; ERV3: 5′-GGG AGT ATG CGG AAA GTT CA-3′, 5′-CTC CAA GGG ATG AGA ACC AA-3′. Quantitative RT-PCR was performed using the Go Taq qPCR Master Mix (Promega, Mannheim, Germany). The reaction was performed with 10 μL Go Taq qPCR Master Mix, 6 μL water, 1 μL primer combination, and 2 μL cDNA using the following conditions: 94°C, 30 s; 60°C, 30 s; 72°C, 45 s (40 cycles). Determination of gene expression was performed using the $2^{-\Delta \Delta C_{t}}$ method (38). Global gene expression in HL cell lines was analyzed by using Affymetrix Human Exon 1.0ST arrays (Affymetrix, Santa Clara, USA). In addition to microarray data from HL cell lines L-540, HDLM-2 and L-428 (39), microarray data from normal peripheral blood cells (40), P493-6 cells (41), and normal B cells (42, 43) were used for comparative analysis. These cel files were down-loaded from the gene-expression omnibus (GEO) data base. All cel files were processed together using the robust microarray analysis (RMA) algorithm with Expression Console 1.1 (Affymetrix). Cel files from DNA microarrays from HL cell lines have been submitted to the GEO data base (accession number GSE47686). Signal intensities from ERV-specific probe sets were visualized with the Genesis software (44).

## Results

### Analysis of ERV expression in DNA microarray data

We analyzed expression of human ERV in DNA microarray data from HL cell lines HDLM-2, L-428, and L-540 in comparison to normal blood cells, normal B cells, and the conditionally immortalized B cell line P493-6. 

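The HL cells were represented by 3 established cell lines, L-540, L-428 and HDLM-2, each derived from a patient with HL and each hybridized to 1 Affymetrix Human Exon 1.0 ST array. There were no replicate arrays, so no test between the lines was made, and every value and difference given for them is descriptive. The values are signal intensities on the linear scale that the authors computed with the RMA algorithm, which corrects the background, sets the arrays to a common distribution and summarises the probes of a feature. They are given for 22011 transcript clusters, which summarise the exons of a gene, and not for the single exon-level probe sets that the study analyzed. The values spanned 0.677 to 13263 in L-540, 0.677 to 5776 in L-428 and 0.677 to 13700 in HDLM-2, with medians of 7.41, 9.18 and 7.16. Intensities above 100, the threshold of the study, were found for 1578 clusters in L-540, 2240 in L-428 and 1382 in HDLM-2. On the log2 scale the array medians differed by 0.31 for L-428 minus L-540, -0.049 for HDLM-2 minus L-540 and -0.36 for HDLM-2 minus L-428, while the median difference over the clusters was 0 in each pair. Over the 1128 genes above 100 in at least 1 line, it was 0.77, -0.081 and -1.002 in the same order. Of the clusters, 6943 had an identical value in all 3 lines, and such ties are not read as equal expression. A gene symbol was available for 14432 clusters with 1 gene and for 2408 with several genes, while 5171 are unnamed here. Signals were used as deposited, without further normalization, and the number of arrays limits their precision. The sample descriptions mention vorinostat, a histone deacetylase inhibitor, for L-428 and HDLM-2 but not for L-540, whereas the text of the paper names no treatment for these arrays. A difference between 2 lines may therefore contain a treatment, and none is read as an effect of the line or of the drug. The arrays of normal blood, B cells and P493-6 cells were not analysed here.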

A total of 169 probe sets with specificity for ERV sequences were analyzed (Figure 1). Signal intensities (RMA normalized, linear values) above 100 were considered to be expressed in the corresponding samples. 

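At the level of transcript clusters, 4 clusters carried the name of an ERV, and none of them had a signal intensity above 100 in L-540, L-428 or HDLM-2. They were ERVW-1, which encodes syncytin 1, ERVFRD-1, which encodes syncytin 2, a cluster shared by ERV3-1 and the neighboring zinc finger gene ZNF117, and a cluster shared by ERVV-1 and ERVV-2. Of the 26 entries in the legend of Fig. 1, 5 are covered by these clusters, and the others have no cluster named here. The cluster of ERVV-1 and ERVV-2 had an intensity of 2.92 in L-540, 2.15 in L-428 and 3.17 in HDLM-2.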

According to this threshold, HDLM-2 cells expressed 13 different ERV (represented by 31 probe sets), L-428 cells expressed 10 ERV (36 probe sets), and L-540 cells expressed 11 ERV (28 probe sets). In normal blood cells, 13 ERV were expressed (43 probe sets with mean signal intensities above the threshold). Interestingly, the eight ERV that were expressed in all HL cell lines (*ERVFC1-1, ERVH-1, ERVH-4, ERVH48-1, ERVK3-1, ERVK-7, ERVK-9/-4/-19, ERVK13-1*), were also expressed in normal blood cells. In addition, normal blood cells expressed *ERV3-1, ERVK-6, ERVV-1, ERVW-6*, and *ERVMER34-1*. Isolated B cells expressed 15 ERV (45 probe sets with mean signal intensities above the threshold). In addition to all ERV that were found in normal blood, isolated B cells had high signal intensities for *ERV9-1* and *ERVK11-1*. Additional ERV were found only in single HL cell lines: L-428 cells expressed *ERVH-6*; L-540 cells expressed *ERVW-1* and *ERVK3-2*; HDLM-2 cells expressed *ERVFRD-*1 and *ERVFRD-2*. 

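In the transcript clusters, ERVW-1 had a signal intensity of 5.97 in L-540, 3.54 in L-428 and 5.32 in HDLM-2. These values are below the median of all clusters in each line and are not read as an order. ERVFRD-1 had an intensity of 2.76 in all 3 lines, a tie that is not read as equal expression. ERVH-6, ERVK3-2 and ERVFRD-2 have no cluster named here.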

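The median signal intensity of the 4 ERV clusters was 2.84 in L-540, 2.43 in L-428 and 2.96 in HDLM-2. Among 10000 random lists of 4 named clusters, these medians were at the 8.84th percentile in L-540, the 5.47th in L-428 and the 9.07th in HDLM-2, within the central 95% of the random lists. The signal of a cluster also depends on its probes, so this place among other clusters is no measure of relative expression. Among genes derived from ERV or related retroelements, listed before the data were examined, 8 of 16 had a cluster, and PEG10 alone exceeded 100, with 242 in L-428, 9.29 in L-540 and 11.1 in HDLM-2. PEG10 is a placental gene derived from a retrotransposon. HHLA2, a gene with an ERV-derived end that encodes a ligand of the B7 family, had 16.9 in L-540, 4.81 in L-428 and 11.0 in HDLM-2. HHLA1 had 1.62 in all 3 lines.

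**Figure D1:**
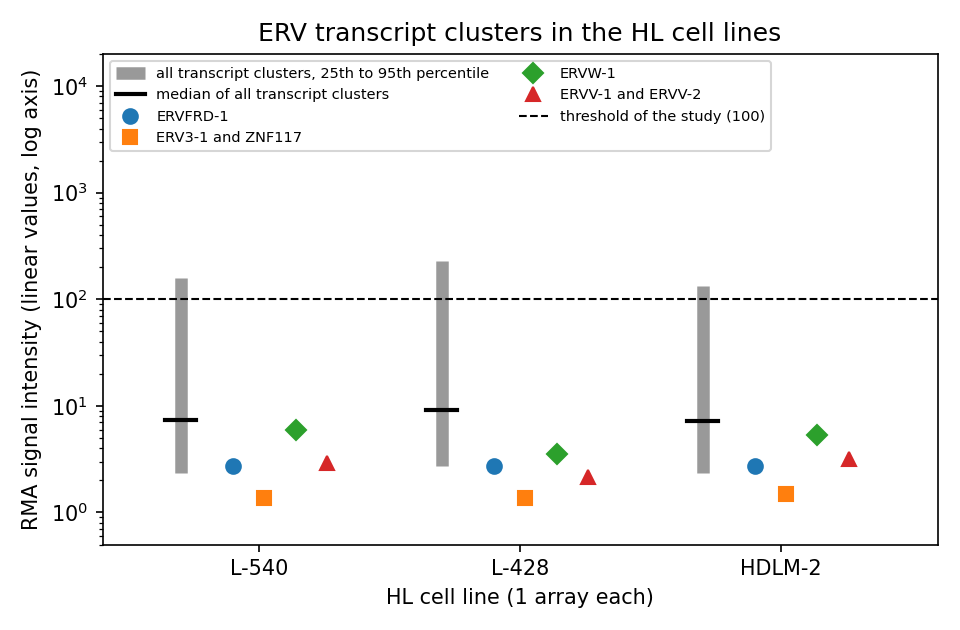
RMA signal intensities (linear values on a log axis) of the 4 ERV transcript clusters in each HL cell line, 1 array per line. Grey bars span the 25th to 95th percentile of all clusters, black lines mark their median, and the dashed line is the threshold of 100. The ERV clusters lie between 1.36 and 5.97, below the threshold in each line.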

Taken all together, the number of expressed ERV in HL cell lines did not exceed the number of ERV expressed in normal blood or isolated B cells. 

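The transcript cluster shared by ERV3-1 and ZNF117 had a mean signal intensity of 1.40 ± 0.0673 (SD between lines, n = 3) in the HL cells. It was 1.36 in L-540, 1.36 in L-428 and 1.48 in HDLM-2. These values lay at the 4.90th, 5.72nd and 6.41st percentile of the named clusters in the same order. They are near the lowest signals, and the value was identical in L-540 and L-428. The mean and its small SD are therefore not read as a measured level of ERV3-1. A signal of this cluster cannot be assigned to one of its 2 genes, and it is not the probe set plotted in Fig. 2A. ERVK13-1 has no cluster named here. No comparison with blood was computed, as its arrays were not analysed here. From the number of expressed ERV in the groups of samples, the paper concludes that HL cells did not exceed blood or B cells.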

Probe sets for *ERV3-1* and *ERVK13-1* showed significantly lower (*p* < 0.01) signal intensities in HL cells than in normal blood cells (Figure 2A). We found no ERV that were significantly up-regulated in HL cells. Mean signal intensities for *ERV3-1* and *ERVK13-1* in isolated B cells were lower than the signals in whole blood. It is known from the literature that *ERV3* is up-regulated in cell cycle arrested differentiating cells (45). We tested whether *ERV3* is also up-regulated in cell cycle arrested B cells. For this end, we analyzed DNA microarray data (41) from P493-6 cells that have been treated with tetracycline. Tetracycline switches off expression of *MYC* in this Burkitt lymphoma model cell line leading to cell cycle arrest (34–36). As shown in Figure 2B, we detected up-regulation of all probe sets from Figure 2A in arrested P493-6 cells.

**Figure 1:**
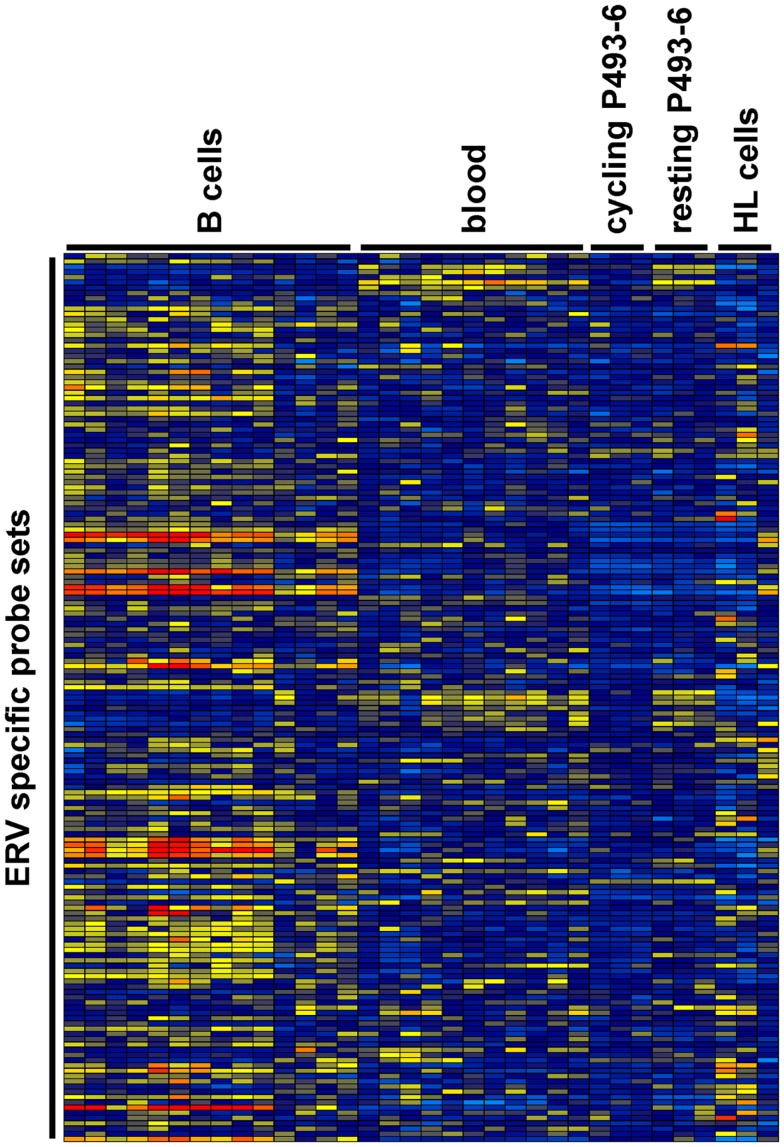
**Heat map of ERV-specific probe sets in the investigated DNA microarray data**. Probe sets with specificity for ERV-related sequences were selected from microarray data from normal blood cells [GEO data set GSE18838 (40)], normal B cells [GEO data sets GSE14352 and GSE5188 (42, 43)], P493-6 cells [GEO data set GSE32219 (41)], and HL cell lines. Signal intensities were visualized using the Genesis software (log2-transformed and mean centered data). The used arrays contain probe sets for the following ERV: *ERV3-1, ERV3-2, ERV9-1, ERV18-1, ERVFC1-1, ERVFH21-1, ERVFRD-1, ERVFRD-2, ERVH-1, ERVH-4, ERVH-6, ERVH48-1, ERVI-1, ERVK3-1, ERVK3-2, ERVK-6, ERVK-7, ERVK-9/-4/-19, ERVK11-1, ERVK13-1, ERVMER34-1, ERVMER61-1, ERVV-1, ERVV-1/-2, ERVW-1*, and*ERVW-6*.

**Figure 2:**
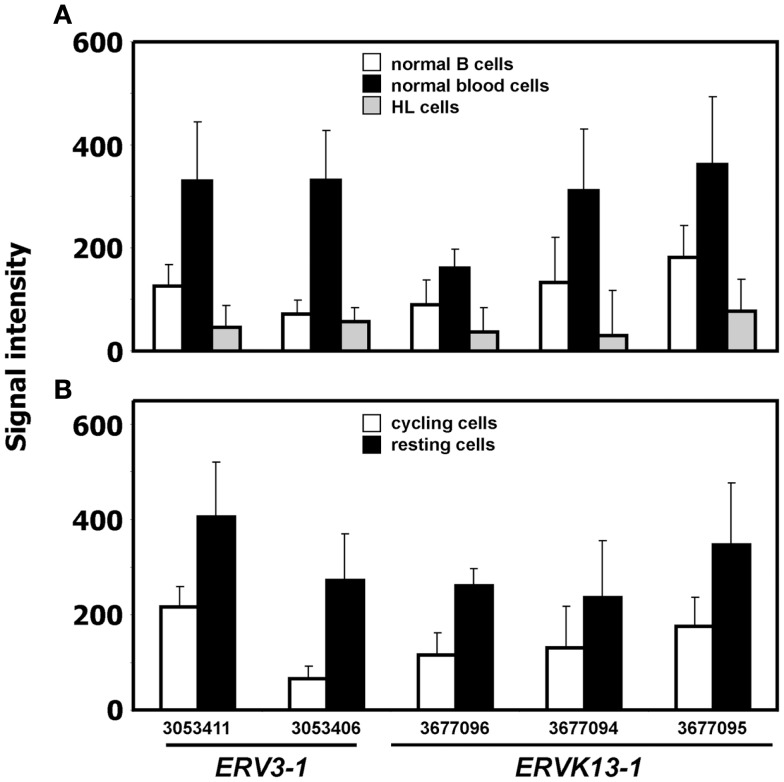
**ERV with significant difference between HL and normal blood samples**. **(A)** Presented are signal intensities (means and standard deviations) of the indicated probe sets (*ERV3-1*: probe sets 303411 and 3053406; *ERVK13-1*: probe sets 3677096, 3677094, and 3677095) in normal blood cells [GEO data set GSE18838 (40)], normal B cells [GEO data sets GSE14352 and GSE5188 (42, 43)], and HL cell lines. **(B)** Signal intensities of the same probe sets in P493-6 cells after treatment with tetracycline (resting cells) or medium without tetracycline [cycling cells; raw data from GEO data set GSE32219 (41)].

### Validation of *ERV3* expression in cell cycle arrested B cells

To validate the observation of cell cycle dependent regulation of *ERV3* we performed quantitative RT-PCR with P439-6 cells that had been cultured under different conditions. Cells were grown in medium (cycling cells) or after addition of tetracycline (arrested cells). In addition, the same cells were cultured in the presence of estrogen. Estrogen switches on functional EBNA2 in these cells and allows the proliferation in the presence of tetracycline. As shown in Figure 3, incubation of P493-6 cells with tetracycline resulted in marked up-regulation of *ERV3*. Switching on the EBV transformation program by addition of estrogen to tetracycline-treated P493-6 cells inhibited this up-regulation. Similar results were obtained with the conditional EBV-immortalized cell line EREB2-5 (46). This cell line is the parental cell line of P493-6 cells (without exogenous *MYC*) and proliferates only in the presence of estrogen in the culture medium. In this cell line we observed up-regulation of *ERV3* after withdrawal of estrogen (data not shown).

**Figure 3:**
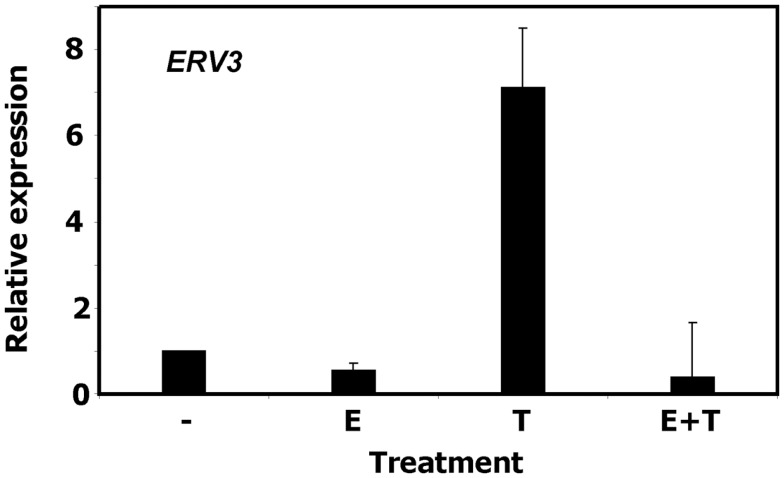
**Expression of *ERV3* in P439-6 cells**. Expression of *ERV3* was analyzed in P439-6 cells under different culture conditions by qRT-PCR. Cells were cultured in the absence or presence of estrogen (E) and/or tetracycline (T). Presented are means and standard errors from duplicate determinations. For comparative analysis, beta actin was used as housekeeping control and the mean of P439-6 cells cultured in medium was set as 1.

### Regulation of *ERV3* expression in HL cell lines

In our previous work we observed that treatment of HL cells with the histone deacetylase inhibitor vorinostat induces cell cycle arrest (37). Therefore, we asked whether this cell cycle arrest is also accompanied by up-regulation of *ERV3* in HL cells. Figure 4 show the results of this analysis. Incubation of all tested HL cell lines with vorinostat resulted in an increased expression of *ERV3*. We observed that treatment of HL cells with the hypoxia-mimetic CoCl_2_ led to a pronounced inhibition of proliferation (Figure 5). As shown in Figure 6, the expression of *ERV3* again increased when cells were cultured under conditions of inhibited proliferation.

**Figure 4:**
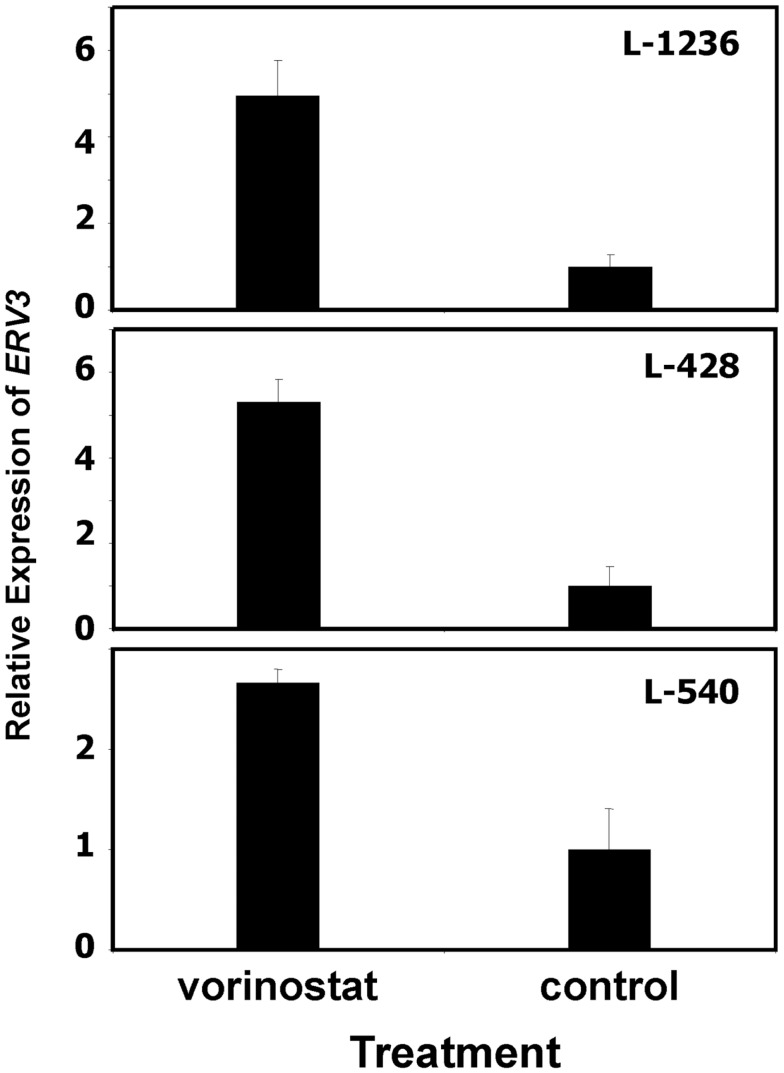
**Incubation of HL cells with the histone deacetylase inhibitor vorinostat leads to increased expression of *ERV3***. Expression of *ERV3* was analyzed in HL cell lines with and without 1 μM vorinostat by quantitative RT-PCR. Presented are means and standard errors from triplicates. Beta actin was used as housekeeping control and the mean of the HL cells without vorinostat was set as 1.

**Figure 5:**
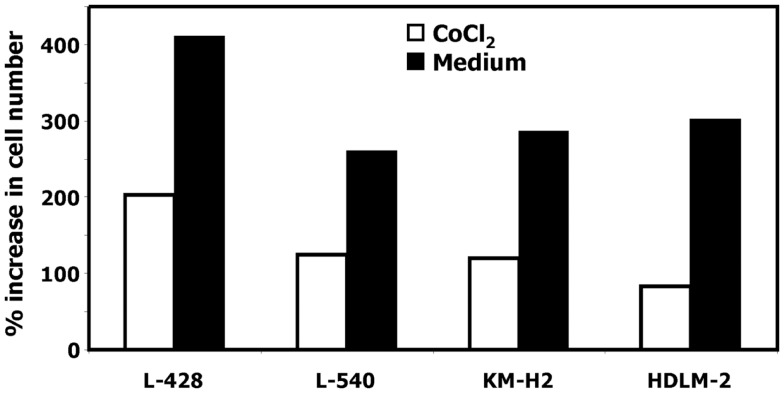
**Incubation of HL cells with cobalt(II) chloride inhibits proliferation**. Cells of the indicated cell lines were cultured in the presence or absence of 200 μM cobalt(II) chloride for 4 days. Thereafter the cell number was determined. Percentage of increase in cell number was calculated as [(final cell number)/(starting cell number) × 100].

**Figure 6:**
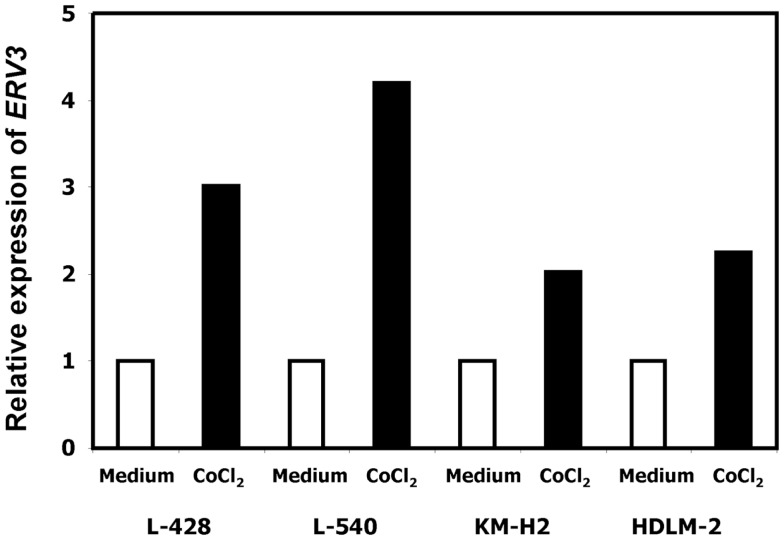
**Incubation of HL cells with cobalt(II) chloride leads to an increased expression of *ERV3***. Expression of *ERV3* was analyzed in HL cell lines L-428, L-540, KM-H2, and HDLM-2 after treatment with 200 μM cobalt(II) chloride or without cobalt(II) chloride by quantitative RT-PCR. Beta actin was used as housekeeping control and the mean of HL cells without cobalt(II) chloride was set as 1.

## Discussion

Increased expression of ERV derived sequences has been observed in cancer cells (14, 15, 47–51) and in patients with autoimmune diseases or neurodegenerative diseases (52–54). ERV can act as alternative promoters for adjacent genes (7, 55–58). The resulting fusion transcripts can result in new protein isoforms, or the ERV component of these fusion transcripts can inhibit translation (58). In addition, ERV expression can interfere with the expression of adjacent genes at the level of transcription (59). In cancer cells such interference may lead to the inactivation of tumor suppressor genes. Some ERV-encoded proteins can directly bind and inactivate tumor suppressor genes (60). In our present study we provide preliminary evidence for a differential expression of *ERV3* in HL cells under conditions of growth arrest. The method used for analysis of ERV expression in HL has several limitations. Not all human ERV loci are represented on the arrays and it might be that other ERV are differentially expressed in the investigated cells. In addition, the comparability of our data sets from HL cells and published data sets from normal blood and B cells might also be sub-optimal. However, our results gave no evidence for a general up-regulation of the investigated ERV loci in HL cells. The *ERV3* signals in normal B cells are relatively low. Therefore and based on the limitations of the study, we cannot conclude that the low *ERV3* expression is a specific feature of HL cells. However, up-regulation of *ERV3* in HL cells under conditions of growth arrest suggests that *ERV3* might be an interesting gene for further studies. *ERV3* is unique among ERV as it is considered to be a tumor suppressor (61). *ERV3* is abundantly expressed in the placenta and it is expressed in most other tissues at lower levels (62). Absence of expression in choriocarcinoma was observed (62), and transgenic expression of *ERV3* in choriocarcinoma cells inhibits cell proliferation (63). This growth inhibition is associated with down-regulation of cyclin B and up-regulation of the cyclin dependent kinase inhibitor p21 (63). Expression of *ERV3* is up-regulated during terminal differentiation of leukemia cells and highest in cell cycle arrested cells (45, 64). *ERV3* is a member of an ERV family with more than 40 members, but only *ERV3* has intact ORF for viral proteins (65). The chromosomal location of human *ERV3* is characterized by a high number of pseudogenes (data not shown), and the complete *ERV3* locus is present only in Old World primates with the exception of gorillas (66). 

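In the RefSeq annotation of the assembly GRCh38.p14, 27 of the 50 genes nearest to ERV3-1, taken as 25 on each side in gene order, are pseudogenes (54%). Another 8 are protein-coding and 12 are long non-coding RNA genes. On chromosome 7 as a whole, 952 of 3061 annotated genes are pseudogenes (31.1%), and the median over windows of the same size is 14. The count around ERV3-1 lies at the 92.1st percentile of the windows on chromosome 7 and at the 94.6th percentile of those on all chromosomes. With 10 genes on each side the share is 45%, and with 50 it is 56%. The sizes of the windows were chosen after seeing the data.

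**Figure D2:**
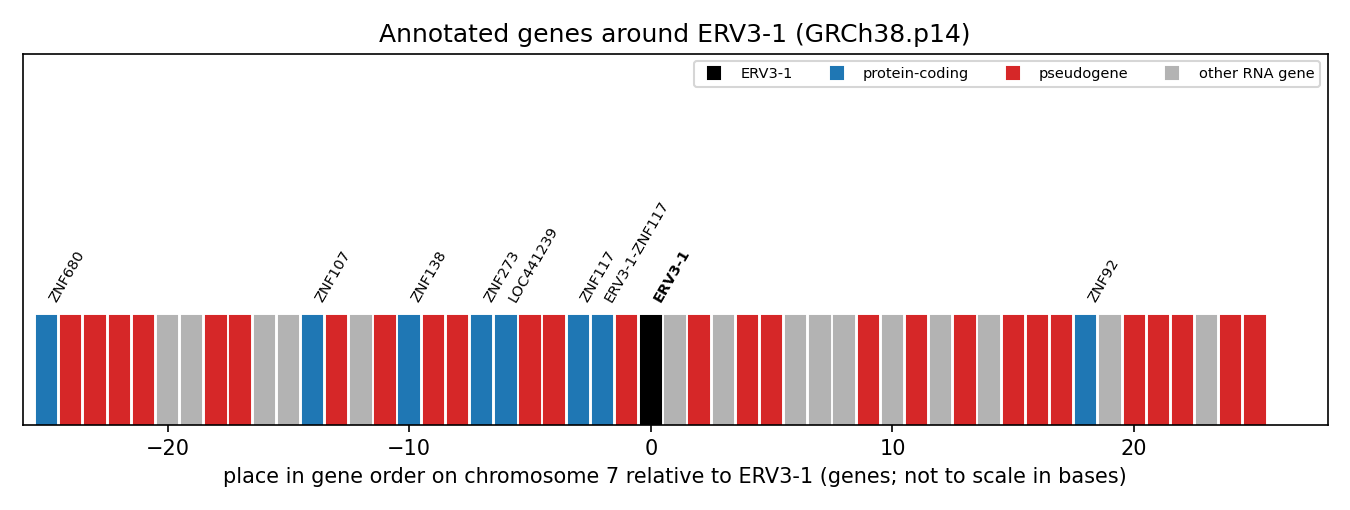
Annotated genes around ERV3-1 on chromosome 7 in their order (GRCh38.p14), 25 on each side; the horizontal axis counts genes and is not to scale in bases. Red marks the 27 pseudogenes, blue the 8 protein-coding genes with their names, grey other RNA genes and black ERV3-1.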

Surprisingly, approximately 1% of Caucasians with normal phenotype have mutations in *ERV3* which interrupt the ORF of the *ERV3* envelope (67). This observation suggests that the *ERV3* encoded envelope protein is not critically involved in the physiological function of this gene. Interestingly, read-through transcript between *ERV3* and the neighboring zinc finger protein 117 (*ZNF11*7) have been described (68). Lower expression of these transcripts has been observed in patients with multiple sclerosis (69). The human zinc finger proteins *ZNF107, ZNF138*, and *ZNF92* have high homology with *ZNF117*. Together with other zinc finger proteins these genes form a cluster on human chromosome 7. 

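Of 11 genes of this cluster, listed before the data were examined, 6 had a transcript cluster of their own in the arrays of the HL cell lines, and none of these exceeded 100 in any line. ZNF107 had a signal intensity of 6.18 in L-540, 20.6 in L-428 and 5.80 in HDLM-2. ZNF138 had 11.9 in L-540, 12.9 in L-428 and 6.72 in HDLM-2, and ZNF92 had 16.9 in all 3 lines. ZNF680 had 7.35 in L-540, 19.1 in L-428 and 4.27 in HDLM-2, and ZNF273 had 4.09, 10.0 and 2.73 in the same order. In L-428, 4 of the 6 genes were above L-540 and none was below, with a median log2 difference of 0.70, at the 98.8th percentile of random lists matched on mean expression. In HDLM-2, 4 of the 6 were below L-540 and 1 was above, ZNF679 with 2.85 against 2.02, with a median of -0.34 at the 0.24th percentile. All 6 had signals of 20.6 or less, so these percentiles rest on low signals and are not read as a difference between lines. In the gene order of GRCh38.p14, ZNF92 is the next protein-coding gene on one side of ERV3-1, while ZNF117, ZNF273, ZNF138, ZNF107 and ZNF680 lie in this order on the other side.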

The physiological function of ZNF117 has not been clarified, but it seems possible that this gene contributes to the biological effects of *ERV3*.

Endogenous retrovirus reactivation might occur only in transcriptionally active regions of the genome. In such cases, ERV reactivation might be only an epiphenomenon of chromatin opening and depends on the presence of adequate competence factors allowing transcription of the ERV. In such a model one would expect that several ERV loci are activated at the same time point. Our results show no evidence for such a general activation of ERV loci in HL. However, our analysis includes only well characterized ERV loci which are detectable by the used microarrays. Reactivation of ERV associated alternative promoter in the *CSF1R* gene seems to be involved in the pathophysiology of HL (7). The identification of such alternative transcription start sites by means of DNA exon microarray analysis requires new bioinformatics tools which are currently being developed in our lab.

The up-regulation of *ERV3* under conditions of cell cycle inhibition and/or terminal differentiation is not specific for HL. Whether such up-regulation occurs only in transformed hematopoietic cells or also in other cell types has to be determined. Up-regulation of *ERV3* in HL cells occurred under conditions which are characterized by increased apoptosis. CoCl_2_ can induce apoptosis in hematopoietic and non-hematopoietic tumor cells (70–73). Similarly, vorinostat and other histone deacetylase inhibitors induce apoptosis in HL cells (74–76). If *ERV3* is a tumor suppressor gene (as suggested by the choriocarcinoma data discussed above), expression of *ERV3* in HL cells and other hematopoietic cells under pro-apoptotic and anti-proliferative conditions might indicate a tumor suppressing activity of *ERV3* also in these cell types. The elucidation of *ERV3* activities in the context of growth inhibition and apoptosis might help the identification of new targets for the treatment of HL and other malignant diseases.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

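RNA of the HL cell lines L-540, L-428 and HDLM-2 was hybridized to Affymetrix Human Exon 1.0 ST arrays, 1 array per line. The deposited values are the signal intensity of each transcript cluster on the linear scale, made by the authors with RMA in Affymetrix Expression Console, as the paper and the submitters' processing notes say. RMA corrects the background, quantile normalizes the arrays and summarises the probes by median polish. The processing notes name the genome build hg18. The paper processed all its arrays together, and whether these values come from that run is not given in the sources used here. Of 22011 clusters, 14432 are paired with 1 gene, 2408 with several and 5171 with none in the platform annotation. Symbols were updated through the Entrez identifier in the RefSeq table of GRCh38.p14, which held 14404 of the 14432, giving 14232 genes. For the 197 genes with more than 1 cluster the cluster with the highest mean was used. Coordinates of that assembly were not used, only names and gene order. The L-540 array holds 11418 distinct values, L-428 12539 and HDLM-2 11808.

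An ERV cluster was one paired with an ERV of the study or with another symbol starting with ERV, HERV or ENVV. Clusters above 100, the threshold of the study, were called expressed. Clusters were counted as different between 2 lines at a 4-fold difference with the higher value above 100. The median log2 difference of each gene list was given as a percentile among 10000 random lists of the same size, matched on mean expression in 20 bins, and a list was said to stand apart outside the central 95%. Lists were fixed before the data were examined: genes derived from ERV, the chromosome 7 zinc finger cluster, the CSF1R axis, HL cell markers, the B cell program, antigen presentation, the T and NK cell program, myeloid markers, red cell and platelet markers, proliferation, cell cycle inhibitors, genes raised and genes lowered by histone deacetylase inhibitors, hypoxia response, ERV silencing, histone deacetylases, interferon response, cancer-testis antigens and housekeeping genes. Genes named are those of the study, list members above 100 in at least 1 line with a large spread or a high mean, and for each line the 10 genes farthest above both other lines among those above 100 in that line, and the 10 farthest below both among those above 100 in both others. Outside this rule, HHLA1, HHLA2, ZNF273, ZNF679, ZNF680, MKI67 and TNFRSF8 and the neighbours of CD274 were named after their values were seen. With 1 array per line no p-value was computed. The 3 arrays limit the precision, and there is no replicate error to set a difference against.

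The calculation of the list percentiles was checked on simulated data made from the difference between L-428 and L-540 over 14232 genes. Of 200 random lists of 25 genes with no shift, 2.5% fell outside the central 95%, and of 200 lists shifted by 0.5 on the log2 scale, 100% lay above it. The share with no shift is expected from how the lists are drawn. The shift was added to every gene of a list, which raises its median by the same amount, so the 100% follows largely from the construction. Only this list size and this comparison were tried, with genes drawn at random, so the numbers do not apply to the lists of interest, which have 3 to 39 measured members and may hold genes regulated together. Alternatives were thresholds of 50 and 200, other folds, an offset of 50 before the logarithm, no filter on the value, a shift of the arrays to one median, quantile normalization of the 3 arrays, single-gene clusters, other random lists, the geometric mean and leaving out each line. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.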

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

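The tests of the proliferation genes and of the neighbours of CD274 were chosen after the results were seen, and that of vorinostat before. The items concern signals the paper does not report, and no control arrays were analysed here.

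Proliferation genes stood apart in L-428, with a median log2 difference of 1.46 from the nearer of the other lines. MKI67 had 237 in L-428, 36.5 in L-540 and 106 in HDLM-2, and AURKB, a mitotic kinase, had 340, 38.4 and 50.7. A difference of scale between whole arrays is argued against, since after quantile normalization the median difference from L-540 was still 0.97 and above all random lists. In the comparison that singled the list out, its median difference from L-540 was 1.58, with a central 95% of lists matched on mean expression from 0 to 0.70, and its median in HDLM-2 minus L-428 was -1.46, with -0.91 to 0. These values are what drew attention to the list and are no test of an explanation. The 29 proteasome subunit genes had a median difference of 0.74 from L-540, at the 99.3rd percentile. In HDLM-2 minus L-428 their median was -0.73, at the 2.95th percentile, just within the central 95%. The 27 NADH dehydrogenase subunit genes had a median of 0.56 from L-540, at the 96.6th percentile. In HDLM-2 minus L-428 theirs was -0.21, at the 47.8th, and both values lay within the central 95%. A rise shared with genes of other functions stays open. The line itself is untested, and HDLM-2, whose description also mentions vorinostat, had a median difference of 0.028 from L-540, small but at the 99.0th percentile, as the central 95% of random lists ran from -0.24 to 0.

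CD274, which encodes the ligand PD-L1, had an intensity of 182 in HDLM-2 and 3.46 in each of the other lines. PDCD1LG2, which encodes PD-L2, had 518 against 13.6 in L-540 and 17.5 in L-428, and SLC1A1 had 106 against 8.03 and 2.90. These genes are neighbours on chromosome 9. Of 18 further neighbours, 10 on each side of CD274 less the genes named, 8 were higher in HDLM-2 than in both other lines, at the 99.3rd percentile of 13267 windows. They include AK3, with 1300 in HDLM-2 against 416 in L-540 and 249 in L-428. They also include INSL6 and MLANA at 1.06 and 2.44, near the lowest signals. Among the others, JAK2 had 19.8 in both HDLM-2 and L-428 and UHRF2 129 in all lines. Such ties are not read as equal expression. DMAC1 had 151 in HDLM-2 against 315 in L-428, and GLDC had 2.24 against 50.5 in L-428. A higher copy number of the region in HDLM-2 is a candidate explanation, for which these arrays hold no DNA measurement, and with 20 genes on each side the percentile was 97.2, within the central 95% of windows. A rise of the whole HDLM-2 array is argued against by a median difference of -0.081 from L-540 over the 1128 genes above 100 in at least 1 line.

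The sample descriptions speak of vorinostat for L-428 and HDLM-2. The genes raised by histone deacetylase inhibitors had a median difference from L-540 of 0.37 in L-428, at the 92.5th percentile, and of 0.25 in HDLM-2, at the 99.9th. The central 95% of random lists ran from 0 to 0.64 for L-428 and from -0.17 to 0 for HDLM-2. The smaller median thus has the higher percentile, which is not read as a stronger sign of a treatment. In L-428, 7 of the 11 were higher than in L-540 and 3 lower, and in HDLM-2 6 were higher and 2 lower. CDKN1A was among the lower in both lines. Only 2 of the 11 were above 100 in any line. Median signals were 9.29 in L-540, 24.1 in L-428 and 15.6 in HDLM-2, so these percentiles rest mostly on low signals. The bound set before the data were examined asked for the 95th percentile in both lines, and for the 50th or less in either against a treatment, so neither was met. With quantile normalization, an alternative also set before, they were at 95.6 and 99.98, which meets the first bound, and with an offset of 50 at 87.7 and 99.8, which does not, so the outcome depends on the processing. The genes lowered by such inhibitors did not lie lower as a group, with a median difference from L-540 of 1.41 in L-428, where 6 of 7 were higher, and of 0.035 in HDLM-2. The exception in L-428 was MYC, with 39.9 against 172 in L-540. These values cannot decide for or against a treatment of L-428, because the level of the genes in untreated cells was not measured here. Of the 7 genes, 3 are also in the proliferation list. As the descriptions differ exactly between lines, a treatment and the line cannot be told apart here.

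Proliferation genes lay below both other lines in L-540, by a median of only -0.028 against HDLM-2, where 14 were higher and 8 lower. This comparison was within the central 95% over members above 100, at 95.2. It was outside with an offset of 50, at 99.3, and with quantile normalization, at 99.7. Zinc finger genes around ERV3-1 stood apart in L-428 by a median of 0.70 and in HDLM-2 by -0.34, but all 6 lay at or below 20.6, with 2 equal in L-428 and L-540 and 1 equal in each of the other comparisons, so these percentiles rest on low signals and are not read as a difference between lines. HL cell markers lay below both other lines in L-540, by -0.53, but against L-428 the list, at the 97.7th percentile, was within the central 95% with each of the 3 alternatives, at 76.8 with an offset of 50, 80.7 over members above 100 and 95.6 with quantile normalization. In HDLM-2 minus L-540, 26 markers were higher and 5 lower. There the list was at the 100th percentile, and at 100 with each of these alternatives. Antigen presentation genes lay above both in HDLM-2, by 0.19, but against L-428 5 were higher and 4 lower, random lists ran from -1.21 to 0.065 and the list was at the 80.1st percentile with quantile normalization. Against L-540, 9 were higher in HDLM-2 and 0 lower, with a median of 0.545 at the 99.9th percentile. There the list was at 99.86 with the offset, 99.65 over members above 100 and 99.93 with quantile normalization. CD48, a receptor of leukocytes, had 277 in L-540 against 3.82 in L-428 and 4.23 in HDLM-2. SH2D1B, an adaptor of immune receptors, had 235 in L-428 against 2.29 in L-540 and 2.18 in HDLM-2.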

How the results depend on the processing

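The windows of neighbouring genes around ERV3-1 and CD274, in every size, were chosen after seeing the data. The ERV counts stayed at 0, which was certain with no ERV cluster above 5.97. The 6 recomputed ERV percentiles stayed within the central 95%. The share of pseudogenes was 54% with 25 genes on each side, 45% with 10 and 56% with 50, and its percentile among windows of chromosome 7 was 92.1, 81.1 and 93.2. None of the results reversed. Leaving out 1 of 3 lines cannot move a mean by its SD between lines, so these values are no check on the mean ERV signals. ERVFRD-1, with 2.76 in each line, had a mean of 2.78 with the arrays shifted to one median and 2.75 with quantile normalization. The ERV difference of HDLM-2 from L-428 was at the 97.3rd percentile with quantile normalization, and the neighbours of CD274 at 97.2 with 20 genes on each side.

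Counts of clusters that differ moved most. For L-428 higher and lower than L-540 they were 975 and 259 at 2-fold, 179 and 51 at 8-fold, 1419 and 229 with no filter and 136 and 48 with an offset of 50. Scaling changed the balance, to 291 higher with one median and to 210 and 164 with quantile normalization. For HDLM-2 against L-540 they were 164 and 367 at 2-fold, 267 and 444 with no filter and 28 and 33 with the offset, and 45 lower at 8-fold. For HDLM-2 against L-428 they were 250 and 1172 at 2-fold, 50 and 319 at 8-fold, 259 and 1868 with no filter, 51 and 231 with the offset and 222 and 309 with quantile normalization, and 150 higher with one median.

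Of 135 list percentiles recomputed, 115 kept their side of the central 95%, which says nothing for the 10 comparisons whose random lists were nearly all at 0. With the offset, HL cell markers in L-428 against L-540 were at 76.8, genes lowered by histone deacetylase inhibitors at 95.2 and cancer-testis antigens at 0.505, and in HDLM-2 against L-428 the latter were at 97.1 and ERV-derived genes at 99.2. With members above 100 in at least 1 line, HL cell markers were at 80.7 and 99.97 in these comparisons, T and NK cell genes at 0.04 and 99.6, genes lowered by histone deacetylase inhibitors at 92.9 and hypoxia genes at 4.04 in the first, and proliferation genes at 95.2 in HDLM-2 against L-540. With quantile normalization, HL cell markers were at 95.6 and 99.97, T and NK cell genes at 1.43 and 99.9, cancer-testis antigens at 1.09 and 93.6, hypoxia genes at 4.05 in the first and antigen presentation genes at 80.1 in the second. Lists with under 3 members above 100 have no value over such members. The T and NK cell genes and those lowered by histone deacetylase inhibitors had only 3 such members each. A gene passes this filter through the line where it is highest, so the filter favors genes that differ between lines. The values over these members are therefore no test of a difference. Of the 60 named differences from the nearest line, 32 fell below 4-fold with the offset, which shrinks low values, and 2 with quantile normalization. The cause of the other changes was not tested. No paired analysis was possible because each line has 1 array.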

Differences from the paper's values

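The paper reports 13 ERV above 100 in HDLM-2, 10 in L-428 and 11 in L-540, counted over exon-level probe sets. The number of ERV transcript clusters above 100 was 0 in each of these lines, over 4 clusters. With 4 clusters and a highest value of 5.97, none of the alternatives set before the data were examined could reach the paper's counts, and the count was 0 under each. None of the 8 ERV that the paper reports in all HL lines has a cluster named here, so these counts do not cover the same ERV.

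The mean signal of ERV3-1 in the HL cells is about 46 (error about 43) for the first probe set and about 57 (error about 27) for the second in Fig. 2A, measured on the pixels of the picture, with SD as the error. An earlier reading by eye gave about 47 (error about 48) for the first probe set in Fig. 2A. With the error read by eye the value of this probe set would not differ and with the measured one it does, so the change of method decides. The error is a spread between lines and cannot decide whether 2 measures of the same lines differ. No difference is claimed from it for either probe set. The mean of the cluster shared by ERV3-1 and ZNF117, a summary of exons and not a single probe set, was 1.40. With the geometric mean it was 1.40, with the arrays shifted to one median 1.41 and with quantile normalization 1.39, so none of these alternatives reaches the paper's values.

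The paper states that ERVW-1 was expressed in L-540 and ERVFRD-1 in HDLM-2. Their clusters had 5.97 and 2.76 in these lines, below the threshold of 100. A cluster summarises the exons of a gene, while the paper's calls rest on single probe sets. The values are therefore unlike measures and do not contradict the paper's calls.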

Other observations

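Some markers of HL cells had high signals in all 3 lines, others in 1 or 2 of them and others in none. Of 39 measured HL cell markers, 11 were above 100 in L-540, 17 in L-428 and 17 in HDLM-2. In all of them 6 were above 100, and in at least 1 line 26. The rest exceeded 100 in no line, among them FUT4 with 24.4 in L-540, 21.3 in L-428 and 24.4 in HDLM-2. TNFRSF8, which encodes CD30, had 158 in L-540, 145 in L-428 and 158 in HDLM-2. FSCN1, an actin-bundling protein, had 217, 2075 and 697, and ID2, an inhibitor of B cell transcription factors, had 1936, 257 and 2840 in the same order. CCL22, a chemokine that attracts T cells, had 12.2, 10.6 and 535. Of 25 genes of the B cell program, 1 was above 100 in L-540, 0 in L-428 and 2 in HDLM-2, namely CD53 (229 in L-540 and 239 in HDLM-2) and LYN (102 in HDLM-2). Of 26 T and NK cell genes, 3 were above 100 in L-540, 1 in L-428 and 2 in HDLM-2, and only 3 in any line. Of these, IL2RB had 681, 104.7 and 300, PRF1, the pore-forming perforin, had 103, 8.34 and 113, and NKG7 had 168, 15.8 and 14.5. The other genes of the list did not exceed 100, among them CD3D with 1.48 in all 3 lines. None of 15 myeloid and none of 6 red cell or platelet markers was above 100. Of all 14232 genes, only 1128 were above 100 in at least 1 line, with 569 in L-540, 957 in L-428 and 498 in HDLM-2. Most genes of any kind thus stayed below the threshold. Few members above 100, in these or the other lists, are therefore not read as absence of a program. Of 10 antigen presentation genes, 6 were above 100 in all 3 lines, among them CD74 with 1688, 728 and 2026. CSF1R had 5.48 in all 3 lines, while its ligand CSF1 had 13.7, 212 and 65.3. The CSF1R value is a tie below the median of all clusters in each line, and is not read as equal expression or as absence. The paper states that finding alternative start sites such as that of CSF1R on exon arrays needs new tools.

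Cyclin genes and inhibitors are of interest because the paper ties ERV3 to growth arrest. Of 26 proliferation genes, 1 was above 100 in L-540, 14 in L-428 and 3 in HDLM-2. MYC went the other way, with 172 in L-540, 39.9 in L-428 and 212 in HDLM-2. Of 14 cell cycle inhibitors, CDKN1B had 104.5, 38.9 and 41.8 and CCNG1 had 427.7, 369 and 211. Of 26 genes of ERV silencing and restriction, TRIM28 had 112 in all 3 lines, and CBX5, a heterochromatin protein, had 32.9, 461 and 73.9. Of 12 histone deacetylases, HDAC1 had 100.4, 167 and 95.8 and HDAC3 had 126, 117 and 125. Of 17 hypoxia response genes, 6 were above 100 in all 3 lines, and BNIP3 had 2.36, 353 and 60.4 and NDRG1 144, 9.87 and 31.4. Of 23 interferon response genes, IFI6 had 62.2, 76.7 and 184. Of 11 genes raised by histone deacetylase inhibitors, CLU had 58.8, 24.1 and 166, and of 7 lowered by them, TYMS had 73.8, 236 and 38.3. In at least 1 line, 2 genes each of the inhibitor, ERV silencing, histone deacetylase and interferon lists were above 100. So were 2 of the raised and 3 of the lowered genes. None of 6 cancer-testis antigens was above 100. ACTB, the reference gene of the RT-PCR in the paper, had 2881, 3022 and 3440, while another of the 8 housekeeping genes measured, HPRT1, had 14.9, 187 and 15.8.

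Of 57 comparisons of 19 lists between 2 lines, 16 lay outside the central 95% of random lists. Several lists share genes. Besides the lists given above, cell cycle inhibitors were at the 99.6th percentile in HDLM-2 against L-428, with a median of only 0.046. Genes lowered by histone deacetylase inhibitors were at the 99.1st percentile in L-428 against L-540, with a median of 1.41, but at 95.2 with an offset of 50 and 92.9 over members above 100. Interferon response genes were at the 99.7th in the same comparison, with a median of 0.30, but with 9 of 23 equal and median signals of only 18.0 and 6.74, and hypoxia genes at the 0.37th, with a median of -0.034, but at 4.04 over members above 100 and 4.05 with quantile normalization. Cancer-testis antigens were at the 98.5th in HDLM-2 against L-428, with a median of 0.15, but at 97.1 with the offset and 93.6 with quantile normalization, and in L-428 against L-540 at the 5.27th, but at 0.505 and 1.09 with these choices. The highest signal of the 6 was 20.6 and 3 were equal in HDLM-2 and L-428, so the list is not read as a difference between lines. The 4 ERV clusters had a median difference of -0.22 in L-428 against L-540, at the 2.44th percentile, and of 0.34 in HDLM-2 against L-428, at the 98.1st (97.3rd with quantile normalization). All 4 lay at or below 5.97 and 2 had the same value in L-428 and L-540, so these percentiles rest on small changes of low signals and are not read as a difference between lines. For the B cell, T and NK cell and myeloid lists the random lists were themselves nearly all at a median of 0, so the percentile decides nothing. In L-428 against L-540, 1 T and NK cell gene was higher and 11 were lower, 2 B cell genes were higher and 7 lower, and 1 myeloid gene was higher and 5 lower. In HDLM-2 against L-428, 12 T and NK cell genes were higher and 2 lower, 11 B cell genes higher and 1 lower, and 6 myeloid genes higher and 1 lower. With quantile normalization the T and NK cell list was at 1.43 and 99.9 in these comparisons. The B cell, T and NK cell and myeloid lists had median signals of 7.87 or less in each line. These counts and percentiles therefore rest mostly on low signals and are not read as a difference between lines. The red cell, ERV-derived, CSF1R, ERV silencing, histone deacetylase and housekeeping lists lay within the central 95% in each comparison, but with the offset ERV-derived genes were at the 99.2nd percentile in HDLM-2 against L-428.

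At a 4-fold difference with the higher value above 100, 448 clusters were higher and 104 lower in L-428 than in L-540, 60 higher and 129 lower in HDLM-2 than in L-540, and 94 higher and 644 lower in HDLM-2 than in L-428. With quantile normalization of the 3 arrays, the numbers were 210 and 164 for L-428 against L-540 and 222 and 309 for HDLM-2 against L-428, so the balance depends on the scaling. Among genes above 100 in at least 1 line, 791 were higher and 281 lower in L-428 than in L-540. The genes next named are the 10 farthest above both other lines among those above 100 in the line itself, and the 10 farthest below among those above 100 in both other lines. L-540 was farthest above in CD48, GPR15 (1346 against 27.1 in L-428 and 2.83 in HDLM-2), ALKAL2, DPYSL3, CST3, NKG7, ITGB7, KLF7, ARRDC3 and FARS2. It was farthest below in GTSF1 (3.67 against 569 and 154), IL13RA1, IL1R2, PTGER4, LTA, IGSF3, PFKP, RDH10, PTTG1 and EBI3. L-428 was farthest above in SH2D1B, LRRN3, MCOLN2, CCL1, PEG10, ANO10, MET (215 against 10.6 in L-540 and 5.60 in HDLM-2), PHGDH, RPF2 and PHF14. It was farthest below in H3C11 (6.78 against 756 in L-540 and 547 in HDLM-2), DUSP5, CD53, PRF1, SELPLG, RCAN2, ID2, TIMP1, B3GLCT and EMILIN2. HDLM-2 was farthest above in CD274, CCL22, PLAT, PDCD1LG2, C1orf162, ALOX5AP, SLC1A1, IL2RA (545 against 45.8 in L-540 and 3.66 in L-428), MLLT11 and TNFRSF9. It was farthest below in C11orf58, RUNX2, NFKBIA (16.1 against 130 in L-540 and 194 in L-428), RBM39, LDHB, NCF4, UBE2K, PRNP, UBE2G1 and MEF2C.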
